A study of Mus musculus with 68 samples.

How the data were processed

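RNA was measured by sequencing in pharyngeal arches of mouse embryos. The arches are paired swellings beside the embryonic throat, PA1 is the arch from which the jaws form, PA2 is the next one toward the tail, and Hoxa2 is a homeobox transcription factor gene expressed in PA2. Per the labels' protocols, arches were dissected by hand, frozen, extracted with TRIzol and turned into cDNA with a low-input SMART-seq v4 kit, and libraries were made with Nextera XT from polyadenylated RNA. Per the series text, PA1 and PA2 were taken from the same embryo. Such cDNA is amplified by PCR before library construction, and no molecular identifiers are described, so reads are not independent molecules, and intervals and floors given here cover counting error only. The aligner, the counting program, the genome build, the annotation version and the strandedness of counting are not stated in the labels or the file header, so no coordinates are given, and antisense and overlapping genes are uncertain.

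The authors deposited a single table of CPM-like values, with 21948 Ensembl gene identifiers in rows and 68 libraries in columns. The deposited values were recorded as a signal rather than as plain CPM, because the column totals ran from 926298 to 1051959 instead of being equal. Each deposited value was a whole multiple of what 1 read is worth in its library: 100% of the values came out as whole reads, with a largest distance of 7.9e-05 reads. The value of 1 read in each library equalled that given by library sizes scaled with TMM factors (trimmed mean of M-values), which were recomputed from the recovered reads and ran from 0.951 to 1.08. The deposited values are therefore called CPM below. All 21948 genes had over 0.5 CPM in at least 2 libraries, so genes below that level are not analysed here. Gene symbols came from GENCODE M21 by gene identifier, and 21921 identifiers had a symbol. Recovered reads per library ran from 8912251 to 20619153. The fixed plan had assumed CPM, and its tests were run as written.

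Libraries were grouped by the labels into 16 groups: 2 arches, 2 genotype labels and 4 stages, with 3 to 5 libraries each. These came from 35 embryos, of which 33 gave both arches. Among 116 pairs of replicate libraries, chi-square per degree of freedom over the recovered reads ran from 6.38 to 107. No library was thus a copy of another in its group, and pairs across groups were not compared. The groups, the tests, the gene list, the rule for named genes and most alternatives were chosen before the data were examined.

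Genes with a CPM of at least 1 in at least 3 libraries were kept, which left 18428. The tests used limma 3.58.1 in R 4.3.3 on log2(CPM + 1) with 1 mean per group over all 68 libraries, a trended prior variance, two-sided tests and Benjamini-Hochberg adjustment over the kept genes. The threshold was an adjusted p of 0.05, and p-values without other mention are adjusted values from this limma fit. Log2 differences are on the log2(CPM + 1) scale, which understates the change of low genes. Contrasts were PA2 against PA1 within each label and stage, the label Hoxa2-/- against wildtype within each arch and stage, the difference between the genotype effects of PA2 and PA1 at each stage, and E10.5 against E9.0 in each wildtype arch.

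An arch score was computed for each library as the mean log2 value of genes higher in wildtype PA2 minus that of genes higher in wildtype PA1. For each stage the genes were chosen from the wildtype libraries of the other 3 stages only, as those past the threshold with a mean log2 difference of at least 1 between the arches. Hoxa2 was left out of the score. Scores were compared between labels by exact two-sided permutation tests.

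The named genes are Hox genes, a fixed list of 18 genes and genes chosen by rule, of which not all are given here. For the arch contrasts the rule took the 5 genes in each direction with the largest mean log2 difference among those past the threshold at all 4 stages. For the genotype contrasts it took up to 5 in each direction among those past the threshold in the same direction at 2 or more stages. For the stage contrasts it took 3 in each direction. A named gene needed a mean CPM of at least 5 in a compared group and a symbol that was neither a Gm number nor ended in Rik. Genes named outside the rule are marked as such.

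Libraries of PA1 and PA2 with the same label, stage and number deviated together from their group means. The median correlation of their deviations was 0.35 over 33 pairs, of which 30 exceeded 0.1, against a median of -0.12 over 116 pairs with different numbers. Together with the series text this took the number as an embryo within a label and stage, and a fit with the embryo as a block was an alternative.

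Alternatives were pseudocounts of 0.25 and 5, no filter, a filter of 5 CPM, median-of-ratios scaling, a sex covariate, only the compared groups in the fit, the block, each replicate left out in turn, and the quasi-likelihood test of edgeR 4.0.16 on the recovered reads. For the arch score, genes of any size of difference and a score without Hox genes were further alternatives. A correction for transcript GC content, alone or with the block, was added later, and 99.88% of the kept genes had a GC value. Marker lists for erythroid, cardiac and yolk sac cells were written after a first look at the libraries and before their test.

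The tests were tested on simulated data with 18163 to 18191 kept genes, of which 200 were changed. Counts were drawn from each gene's mean over all 68 libraries, the real library sizes and a spread set by expression level. The simulation held no differences of stage, embryo, batch or tissue and the same spread in all groups. Its rates therefore need not hold for the real fits. For these contrasts the changed genes had a mean of at least 5 CPM and were changed by 1 or 2 log2 units. With limma, 191, 197 and 192 of the 200 were recovered in the genotype contrast in PA2 at E9.0, E10.0 and E10.5. In the wildtype arch contrast at E9.5 it was 195, and in the difference between genotype effects at E10.0 it was 183. Real calls of the genotype contrast in PA2 had a median absolute log2 difference of 0.46, 0.84 and 0.54 at these stages. Recovery of smaller changes and of lower genes was not tested. False calls made up 4.5% to 5.9% of the calls. A planted narrowing of the gap between the arches to 50% came back as 50.3%, 50.4%, 50.2% and 50.9% of the wildtype gap at the 4 stages. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.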

Results

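Gene expression was compared between pharyngeal arches PA1 and PA2 of wildtype embryos and embryos labelled Hoxa2-/- at 4 stages, in the order E9.0, E9.5, E10.0, then E10.5 throughout. Wildtype PA1 had 5, 5, 5 and 3 libraries at the 4 stages and wildtype PA2 had 4, 4, 5 and 3. PA1 labelled Hoxa2-/- had 4, 5, 5 and 3 libraries and PA2 labelled Hoxa2-/- had 4, 5, 5 and 3. Recovered reads per library ranged from 8912251 in wildtype PA2 at E10.0 to 20619153 in wildtype PA1 at E9.0. At the lowest total, 3 reads were the floor below which no fold is given. Signs of PA1 and PA2 of 1 embryo were compared for the sex-linked genes, Xist against the mean of Ddx3y, Eif2s3y, Kdm5d and Uty. All 33 embryos with both arches gave the same sign in both, against a mean of 20.4 and a maximum of 31 over 10000 shuffles of the pairs. The permutation p was 0.0001, the smallest that these shuffles can give. Xist was on the higher side in 19 of the 35 embryos, and the median-of-ratios scaling also gave 33 of 33.

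The targeted gene, Hoxa2 (ENSMUSG00000014704), was read in every library first, because it can bear on the genotype labels. In wildtype PA2 it stood at 22.3 ± 1.4 CPM (SD, n = 4) at E9.0, 40.7 ± 6.8 (n = 4) at E9.5, 47.5 ± 4.49 (n = 5) at E10.0 and 58.3 ± 4.52 (n = 3) at E10.5. In PA2 of embryos labelled Hoxa2-/- it stood at 28.7 ± 8.41 CPM (n = 4), 60.7 ± 23 (n = 5), 97.7 ± 13.3 (n = 5) and 132 ± 15.7 (n = 3). Mean Hoxa2 with the label Hoxa2-/- was thus not lower than in wildtype at any stage. This does not decide whether the label is right, since totals per gene cannot show whether a targeted allele still makes a transcript. At E9.0 replicate 1 with that label stood at 16.8 CPM, below the 4 wildtype libraries of 20.2 to 23.1, and the other libraries of its group at 29.6 to 36.3. The log2 difference was 0.30 at E9.0 (adjusted p 0.27), 0.51 at E9.5 (0.062), 1.02 at E10.0 (0.00011) and 1.16 at E10.5 (6.9e-05). The 5 libraries labelled Hoxa2-/- at E10.0 and the 3 at E10.5 each exceeded all wildtype PA2 libraries of their stage. The alternative that moved these calls most was the pseudocount. At E10.0 the adjusted p was 0.21 with 0.25 in place of 1, at a log2 difference of 1.03. At E9.5 it was 0.013 with 5, at 0.48. These fits share 1 spread per gene over all libraries, among them PA1, where mean Hoxa2 did not exceed 0.519 CPM. With only the compared PA2 groups in the fit and a pseudocount of 1, the adjusted p was 0.0014 at E10.0 and 0.19 at E9.5. At E9.5 replicate 4 alone stood at 102 CPM, and the log2 difference without it was 0.31. The difference at E9.0 ran from 0.17 without replicate 3 labelled Hoxa2-/- to 0.53 without replicate 1 of the same label, where it passed (adjusted p 0.034). Values are totals per gene over reads whose strand is not stated, and Hoxaas2 is an antisense gene that overlaps Hoxa2. Hoxaas2 in PA2 stood at 15.3 CPM in wildtype and 22.4 in embryos labelled Hoxa2-/- at E10.0. Because Hoxa2 totals could not check it, the label is given as deposited wherever a direction is drawn below.

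**Figure D1:**
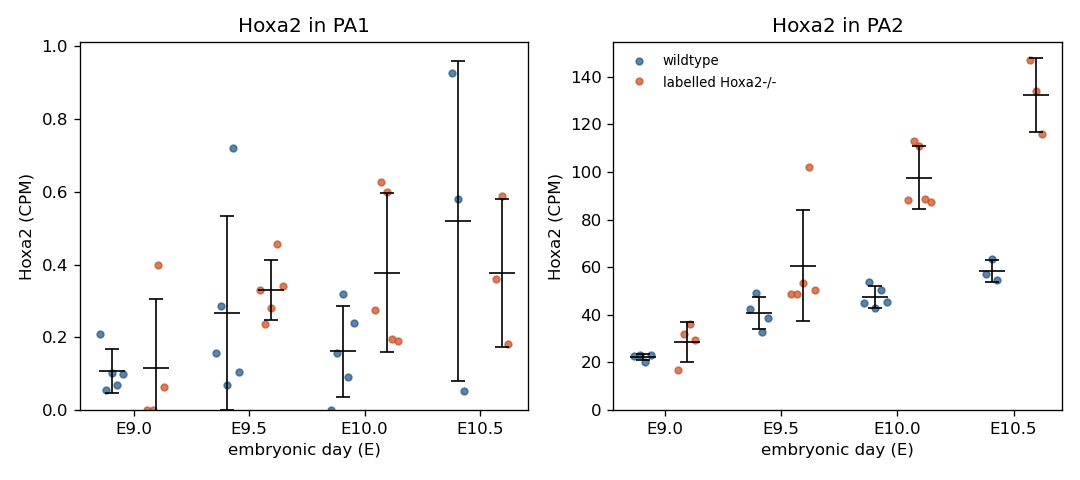
Hoxa2 in CPM (y axis, linear from 0, a different range for each arch) against embryonic day (x axis) for PA1 on the left and PA2 on the right, where each point is 1 library and bars give the mean and SD of the group. In PA2 the libraries labelled Hoxa2-/- lie at or above 87.2 CPM at E10.0, while the wildtype libraries of E10.5 reach 63.3 CPM.

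In PA1, mean Hoxa2 lay between 0.107 and 0.519 CPM in all 8 groups. It was listed at 0 in wildtype PA1 E10.0 replicate 1 and in PA1 labelled Hoxa2-/- E9.0 replicates 1 and 2, where 3 reads would correspond to 0.273, 0.229 and 0.199 CPM. Hoxa2 was thus a measurable difference between the arches under both labels, with a log2 difference of PA2 against PA1 of 4.39 to 5.38 in wildtype and 4.70 to 6.60 in embryos labelled Hoxa2-/-.

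The contrast of PA2 against PA1 asks what distinguishes the arches. In wildtype embryos 3454 genes passed the threshold at E9.0 (1882 higher and 1572 lower in PA2), 4854 at E9.5 (2333 and 2521), 1095 at E10.0 (831 and 264) and 280 at E10.5 (160 and 120). Groups at E10.5 held 3 libraries each, against 4 or 5 before. By ratio, leaving out PA2 replicate 3 moved this contrast most, to 2929 genes at E9.5. The fit with the embryo as a block gave 1747 genes at E10.0 and 421 at E10.5, and 1771 and 454 with a GC correction as well. The median absolute log2 difference of the called genes was 0.52, 0.46, 0.67 and 1.07, and 547, 404, 249 and 160 of them exceeded 1. At all 4 stages 75 genes were higher and 12 lower in PA2. Of these, Hoxa2, Nkx2-6, Hoxaas2, Fgf15 and Rarres1 had the largest mean log2 differences toward PA2, at 5.04, 3.49, 3.43, 3.06 and 3.03. Toward PA1, Pitx1, Gpr50, Krt14 and Fam83f were among the 5 largest, at -4.52, -2.47, -2.34 and -1.79. At E9.0, Nkx2-6 (ENSMUSG00000044186) stood at 80.7 ± 22.8 CPM in PA2 (n = 4) and 3.23 ± 0.894 in PA1 (n = 5), a log2 difference of 4.26 (SE 0.30, adjusted p 6.9e-17). Pitx1 (ENSMUSG00000021506) stood at 1.18 ± 0.649 CPM in PA2 and 32.1 ± 11.4 in PA1, a log2 difference of -3.90 (SE 0.29, adjusted p 6.7e-16). Wildtype PA2 groups of E9.0 and E9.5 lack numbers that PA1 has, and the block used the embryos with both arches.

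In embryos labelled Hoxa2-/-, 4527 genes differed between the arches at E9.0 (2229 higher and 2298 lower in PA2), 1766 at E9.5 (1127 and 639), 779 at E10.0 (577 and 202) and 252 at E10.5 (181 and 71). The embryo block raised these to 2922 at E9.5, 1509 at E10.0 and 474 at E10.5. With only the compared groups in the fit, 1110 genes passed at E9.0. At all 4 stages 77 genes were higher and 11 lower in PA2, and the 5 with the largest mean log2 difference were Hoxa2, Hoxaas2, Nkx2-6, Fgf3 and Pax1 (5.73, 3.88, 3.59, 3.22 and 3.19). Toward PA1, Pitx1, Krt14, Fam83f and Lhx8 were among the 5 largest (-3.47, -2.55, -2.11 and -1.98). Both labels shared 2295, 1393, 548 and 125 calls in the same direction at the 4 stages, and 0 calls went opposite ways. Across all kept genes, which are not independent replicates, Pearson's r between the log2 arch differences of both labels was 0.83, 0.80, 0.85 and 0.58, and Spearman's rho was 0.72, 0.72, 0.69 and 0.29.

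**Figure D2:**
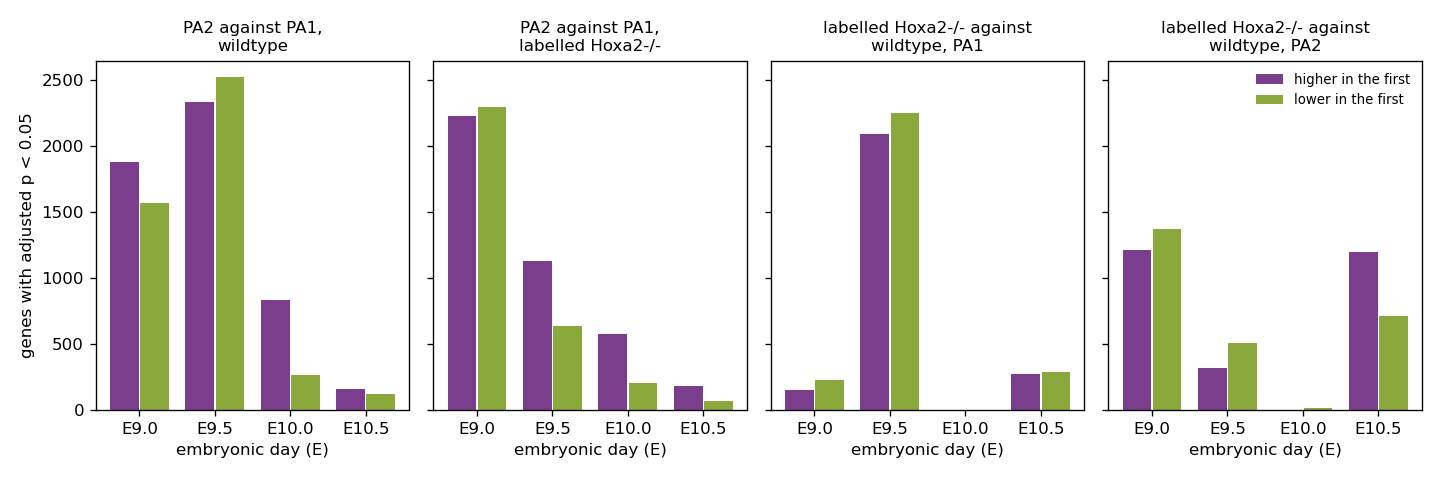
Number of genes past an adjusted p of 0.05 (y axis, from 0) against embryonic day (x axis) in each contrast, with genes higher and lower in the group named before the word against as separate bars. The contrast between labels gave 15 genes in PA2 and 0 in PA1 at E10.0, against 4343 in PA1 at E9.5.

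The contrast of embryos labelled Hoxa2-/- against wildtype asks what the genotype changes in each arch. In PA2 it gave 2585 genes at E9.0 (1214 higher and 1371 lower), 825 at E9.5 (319 and 506), 15 at E10.0 (3 and 12) and 1904 at E10.5 (1194 and 710). In PA1, where mean Hoxa2 did not exceed 0.519 CPM, it gave 384 genes at E9.0 (153 and 231), 4343 at E9.5 (2095 and 2248), 0 at E10.0 and 562 at E10.5 (276 and 286). At an unadjusted p under 0.05 there were 424 genes in PA1 at E10.0. The fit with only the compared groups moved this family most, to 15 genes in PA2 at E9.0, of which 1 was higher. Pearson's r across genes between the genotype effects in PA1 and PA2 was 0.61, 0.67, 0.46 and 0.66. With embryos exchanged between the labels, both arches of an embryo moving together, the median r was 0.29, 0.37, 0.42 and 0.47, against 0.61, 0.65, 0.46 and 0.66 for the real labels over the embryos with both arches. An r as large arose in 2 of 70, 3 of 126, 76 of 252 and 2 of 20 exchanges, the real one included. Where both labels held equal numbers of embryos, the exchange of all embryos gives the same r and is counted too. At E9.0 and E10.5 only these exchanges reached the real r, and 2 of 20 is the smallest share that E10.5 can give.

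The libraries also divided in a way that the labels do not name. In 19 genes, 17 higher and 2 lower, the 24 wildtype libraries of E9.0, E9.5 and E10.5 from both arches did not overlap the other 44 libraries, which are wildtype E10.0 and all those labelled Hoxa2-/-. With wildtype E9.0, E9.5 or E10.5 left with the rest in place of E10.0, 0 genes did so, and 0 genes parted all 34 wildtype from all 34 other libraries. Ski ran from 26.3 to 108 CPM in those 24 libraries, from 9.52 to 15.5 in wildtype E10.0 and from 9.28 to 22.8 in libraries labelled Hoxa2-/-. Irf2bp2 ran from 26.6 to 82.6, from 7.36 to 13.5 and from 7.62 to 19.1 CPM in the same 3 sets. At E9.0, E9.5 and E10.5 this division of the libraries coincides with the genotype label, so genotype and library batch cannot be told apart at these stages. Only at E10.0 do both labels lie on the same side. Comparisons of arches within a label and stage, and of the wildtype stages E9.0 and E10.5, also lie within 1 side.

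**Figure D3:**
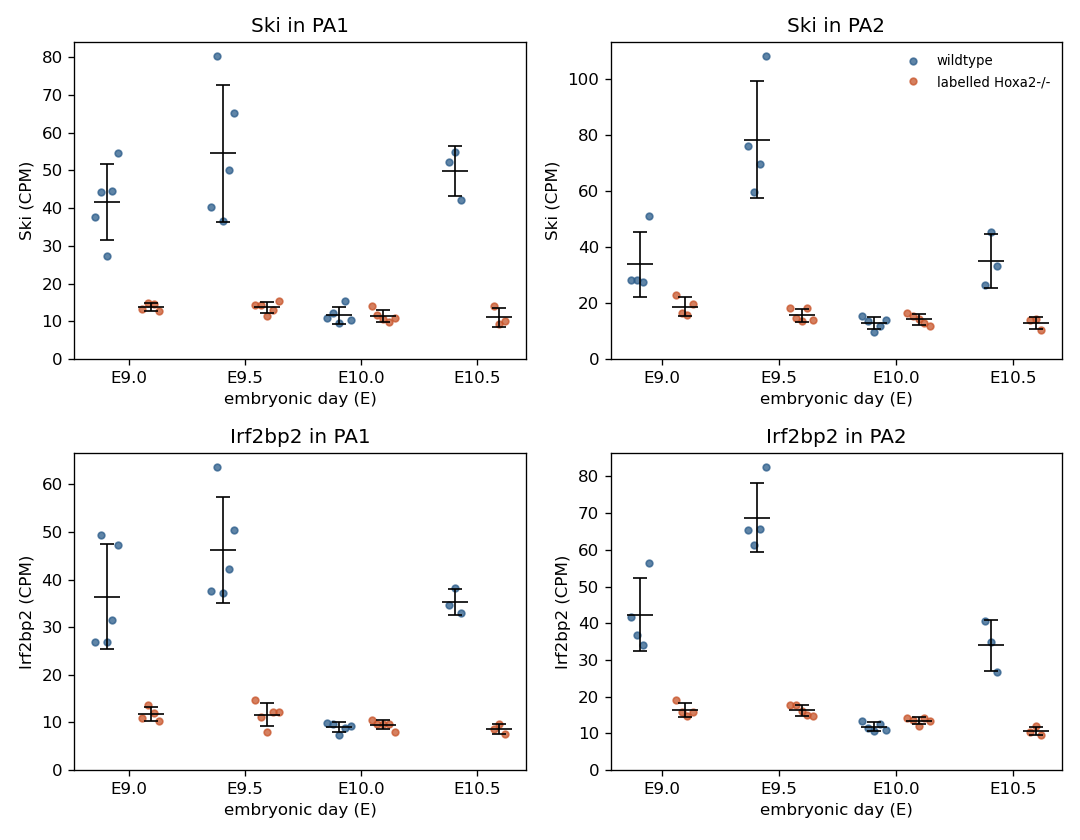
Ski and Irf2bp2 in CPM (y axes, linear from 0, a different range in each panel) against embryonic day (x axis) in PA1 and PA2, where points are libraries and bars give the mean and SD. Wildtype libraries of E10.0 lie with those labelled Hoxa2-/-, and Ski in the other wildtype libraries starts at 26.3 CPM.

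The genes that the rule named in the genotype contrasts were read with this limit. In PA2, Adamts4, Hoxa2, Tmem164, Arhgap11a and Emilin1 had the largest mean log2 differences upward, from 0.93 to 0.61. Downward these were CT010467.1, Rn7s1, Rn7s2, Meox1 and Hbb-bs, from -1.88 to -1.40. Rn7s1 and Rn7s2 are near-identical copies, and Hbb-bs shares reads with other beta-globin genes, so their values are uncertain. At E9.0 Hbb-bs stood at 254 ± 284 CPM in wildtype PA2 (n = 4). Replicate 2 of that group held 75167 CPM of erythroid genes, against 4024 to 5863 in the others. Blood content and genotype cannot be told apart for that value. In PA1, Tmem164, Arhgap11a, Pctp, Lrp8 and Ajuba rose, from 0.57 to 0.39, and Khdrbs3, CT010467.1, Ranbp9, Ski and Irf2bp2 fell, from -1.75 to -1.31. Of these 17 genes, Hoxa2 and Meox1 passed the threshold at E10.0, and the others had their calls at the 3 stages where label and division coincide.

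At E10.0, the 15 genes of PA2 included Hoxa2, Csn3 and Itga4, higher in embryos labelled Hoxa2-/- by 1.02, 0.99 and 0.84. The other 12, named here because they are few, were lower. The log2 differences were -2.58 for 3110099E03Rik, -1.71 for Meox1, -1.60 for Kcna5, -1.34 for Vcam1, -1.14 for E330013P04Rik, -0.81 for Nr2f1 and -0.80 for Zfp703. They were -0.62 for G630016G05Rik, -0.61 for Hoxb3os, -0.60 for AI314278 and -0.47 for both Errfi1 and Meis2. Meox1 (ENSMUSG00000001493) stood at 1.1 ± 0.395 CPM in embryos labelled Hoxa2-/- and 6.77 ± 4.8 in wildtype (n = 5 each, adjusted p 0.0066). Without wildtype replicate 2 its difference was -1.40 (adjusted p 0.07). Between 9 and 19 genes passed when each of the 10 libraries was left out in turn, and 11 of the 15 also passed in edgeR on the recovered reads. Without 3 libraries of E10.0 that held yolk sac transcripts, 9 of the 15 passed.

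A direct test asked whether the genotype effect differed between PA2 and PA1. It gave 0 genes at E9.0 (1083 at an unadjusted p under 0.05), 2 at E9.5, 3 at E10.0 and 7 at E10.5. Among the stages with calls, edgeR moved the count most by ratio, to 1 gene at E10.5, where a pseudocount of 0.25 gave 2 genes and 5 gave 20. At E9.0 the fit with the block gave 3 genes, mt-Co3, Gm13341 and Gm28661, and 0 when GC content was corrected in the same fit. The annotation lists Gm13341 and Gm28661 as unprocessed pseudogenes, and reads shared with other genes were not excluded. Kcna5 (ENSMUSG00000045534) in PA2 stood at 6.6 ± 0.444 CPM in embryos labelled Hoxa2-/- (n = 5) and 27.3 ± 3.72 in wildtype (n = 4) at E9.5. Its genotype effect in PA2 minus that in PA1 was -2.09 (SE 0.25, adjusted p 4.2e-07). At E10.0 it stood at 8.9 ± 1.35 and 29.7 ± 8.54 CPM (n = 5 each), with a difference of -1.68 (SE 0.25, adjusted p 9.4e-05). At E10.5 Kcna5 was not lower in PA2 labelled Hoxa2-/-, with a log2 genotype difference of 0.19 (adjusted p 0.66) and a difference between the arches' effects of -0.28 (adjusted p 1). Meis2 (ENSMUSG00000027210) in PA2 stood at 115 ± 5.89 and 160 ± 16.4 CPM at E10.0, with a difference of -0.49 (SE 0.08, adjusted p 0.0013), and at 111 ± 1.96 and 175 ± 6.54 CPM (n = 3 each) at E10.5, with a difference of -0.87 (SE 0.11, adjusted p 1e-06). With only the compared groups in the fit, Meis2 at E10.0 had an adjusted p of 0.13. The remaining genes fall outside the naming rule and were chosen after their values were seen. They are Chst8 at E9.5 (-1.29), 3110099E03Rik at E10.0 (-2.36) and E10.5 (-2.96), and Tle4, Sytl4, Kcna1, 8430419K02Rik and Tcf24 at E10.5 (1.08, -1.59, 1.01, -1.11 and -2.18). The transcript 3110099E03Rik stood at 2 ± 1.09 CPM in PA2 labelled Hoxa2-/- and 18 ± 9.89 in wildtype at E10.0, and at 6.29 ± 2.76 and 162 ± 13.1 CPM at E10.5. It lost both calls with a pseudocount of 0.25 (adjusted p 0.22 and 0.49) and in edgeR (1 and 0.31). In edgeR on the recovered reads Kcna5 passed at E9.5, Kcna5 and Meis2 at E10.0 and Meis2 at E10.5.

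**Figure D4:**
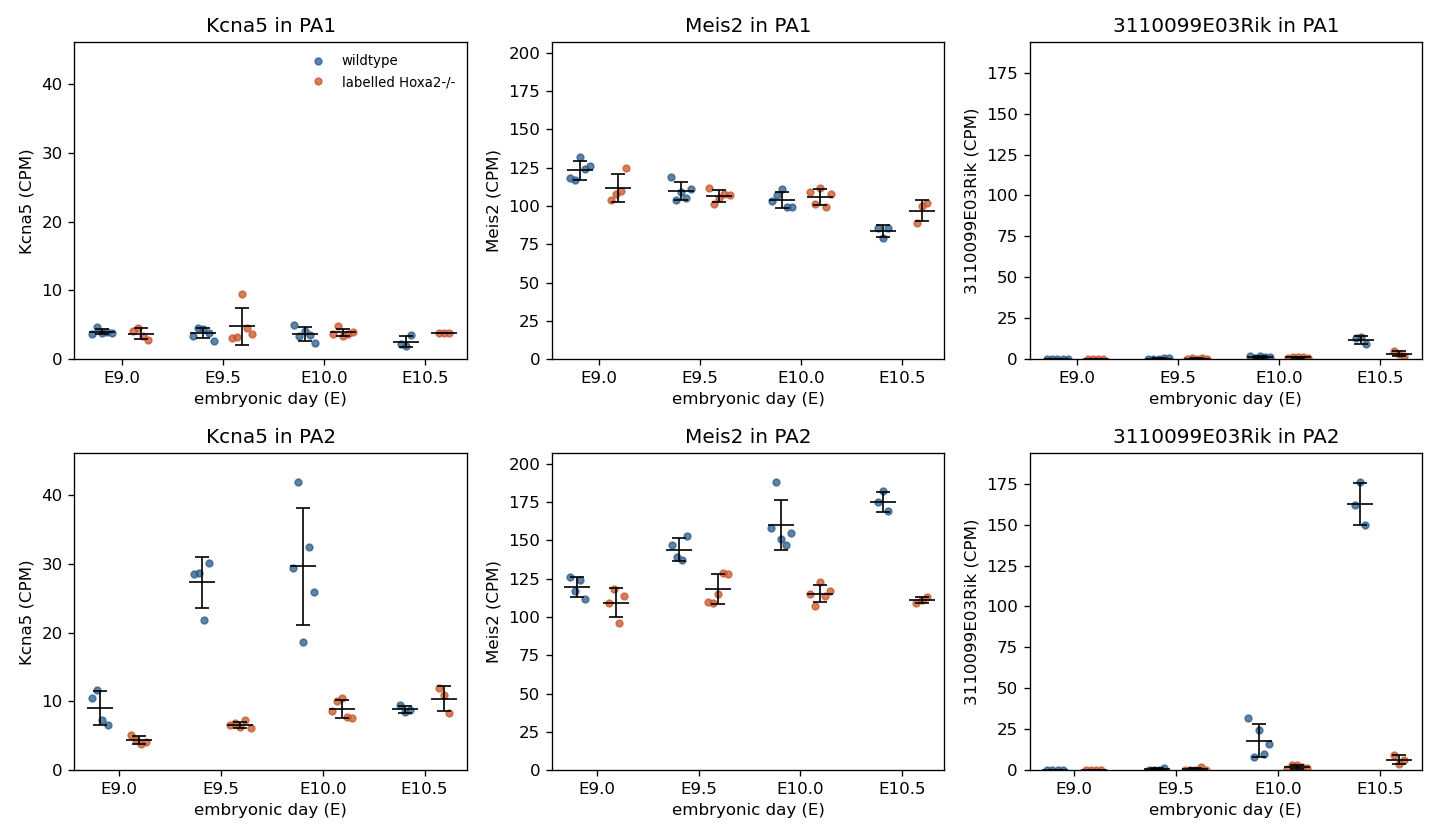
Kcna5, Meis2 and 3110099E03Rik in CPM (y axes, linear from 0, the same range for both arches of a gene) against embryonic day (x axis) in PA1 (top) and PA2 (bottom), where points are libraries and bars give the mean and SD. Kcna5 in PA2 averages 29.7 CPM in wildtype and 8.9 CPM in libraries labelled Hoxa2-/- at E10.0.

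For the fixed list of 18 genes, chosen as reported downstream or arch-patterning genes, the arch contrast in wildtype passed in 11, 13, 10 and 9 genes at the 4 stages over all genes tested, and in 12, 14, 11 and 12 when adjusted over the list alone. The genotype contrast in PA2 passed in 2, 4, 2 and 10 genes, and in 3, 6, 7 and 11 adjusted over the list alone. The difference between the genotype effects of the arches passed in 0, 0, 1 and 1 genes, and in 0, 3, 3 and 9 adjusted over the list alone. At E10.0, Meis2 and Zfp703 were lower in PA2 labelled Hoxa2-/- over all genes, and over the list alone Meis1 and Zfp503 were also lower, and Wnt5a, Pitx1 and Alx4 higher. Leaving out 1 library in turn gave 1 to 3 list genes there, with 1 when wildtype replicate 1 or replicate 4 or 5 labelled Hoxa2-/- was left out. At E10.5, Pitx1 in PA2 stood at 6.18 ± 1.55 CPM with the label Hoxa2-/- and 0.623 ± 0.371 in wildtype (n = 3 each), a log2 difference of 2.15 (adjusted p 3.5e-05), at a stage where label and division of the libraries coincide.

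Among the other Hox genes, Hoxb2 and Hoxa3 passed as higher in PA2 at all 4 stages under both labels, with log2 differences of 1.72 to 2.40 for Hoxb2 and 1.03 to 1.64 for Hoxa3. Hoxa3 in PA1 lay at or under 3 reads in 7 of 8 groups. In wildtype, Hoxb1 passed at E9.0 (1.87) and E9.5 (1.06). Hoxb3 and Hoxb4 were below the filter, and Hoxd3, Hoxa4 and Hoxd4 were not analysed here. In the genotype contrast in PA2, Hoxb1, Hoxb2 and Hoxa3 passed at no stage, with a lowest adjusted p of 0.12 (Hoxa3 at E10.5, 0.39). Hoxaas2 passed at E10.5 (0.74, adjusted p 0.0047).

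The change from E9.0 to E10.5 in wildtype covered 7836 genes in PA1 (3870 higher and 3966 lower) and 6804 in PA2 (3231 and 3573). The median absolute log2 change of the called genes was 0.58 and 0.61. Bcl11a, Slitrk6 and Bcl11b rose most over both arches, with mean log2 changes of 5.55, 4.71 and 4.41, and Myh7, Lin28a and Car4 fell most, with -4.64, -4.32 and -4.29. Myh7 is a heart muscle gene, and at E9.0 its PA2 value rested on a mean of 206 ± 132 CPM (n = 4). No alternative moved either count by more than 1.5 times, and leaving out 1 library in turn gave 6533 to 7539 genes in PA1 and 5256 to 6409 in PA2.

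The arch score asked whether PA2 of embryos labelled Hoxa2-/- lies nearer to PA1 than wildtype PA2 does. The score rested on 132 to 253 genes of PA2 and 30 to 39 of PA1. In PA2 the label Hoxa2-/- minus wildtype was -0.05, -0.08, -0.32 and -0.05 log2 units at the 4 stages, with exact permutation p of 0.743, 0.833, 0.0794 and 0.9. In PA1 it was 0.11, -0.23, 0.00 and -0.11, with exact p of 0.444, 0.556, 1 and 0.2. None passed over the 8 tests, where the lowest adjusted p was 0.635. With 3 against 3 libraries at E10.5 the smallest exact p was 0.1, so that stage could not pass. Elsewhere the smallest exact p was 0.029 in PA2 at E9.0 and 0.0079 in the other tests. After adjustment over the 8 tests, a difference at 1 stage in 1 arch could therefore not pass by itself. The lack of a pass does not decide whether such a difference exists. At E10.0 the PA2 score was -0.14 ± 0.24 with the label Hoxa2-/- and 0.18 ± 0.24 in wildtype (SD, n = 5 each). The largest move by an alternative was at E9.0, where genes of any size of difference gave 0.22 in PA2. The same alternative gave -0.12 in PA2 at E10.0 instead of -0.32. At E9.5 the difference in PA2 was 0.18 without replicate 4 labelled Hoxa2-/- and 0.14 without wildtype replicate 3, which reversed its direction. It was 0.02 at E9.0 without replicate 3 labelled Hoxa2-/-, and at E10.5 it was 0.06 without replicate 1 of that label and 0.03 with a pseudocount of 0.25. In PA2 at E9.5, wildtype replicate 3 had the most cardiac marker transcripts (1260 CPM) and the highest score of its group (1.561). Replicate 4 labelled Hoxa2-/- had the fewest (21 CPM) and the lowest score (-0.216). At E9.0, replicate 3 of that label (166 CPM) also had the lowest score of its group (1.278). Whether heart tissue moved the score was not tested.

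**Figure D5:**
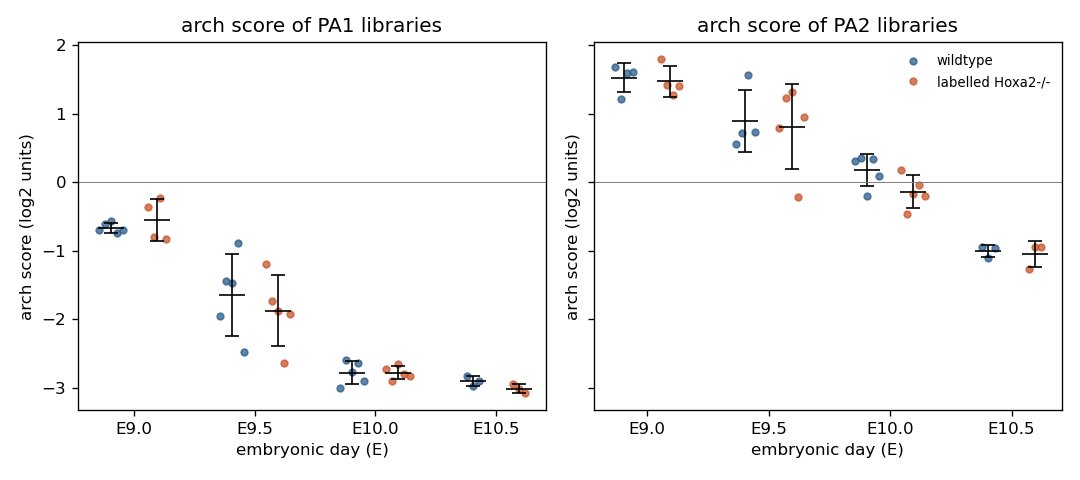
Arch score in log2 units (y axis) against embryonic day (x axis) for PA1 on the left and PA2 on the right, where points are libraries and bars give the mean and SD. Genes of the score differ between stages, so scores compare within a stage only, and at E10.0 the PA2 means are 0.18 in wildtype and -0.14 with the label Hoxa2-/-.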

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

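Apart from the regrouping of libraries, the tests in this part were chosen after the results were seen. Of 62 values tested within groups of 4 or 5 libraries, 6 held a library far from the rest of its group, where chance alone gives 3.1. Such a library lay apart from its nearest neighbour by most of the range of its group.

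In wildtype PA2 at E9.0, Hoxa2 was 20.2 CPM in replicate 4 and 22.9 to 23.1 in the others, and without that replicate the difference between labels was 0.26 instead of 0.30. In wildtype PA1 at E9.0, Nkx2-6 was 1.67 CPM in replicate 1 and 3.49 to 3.96 in the others, and without that replicate its arch difference was 4.10 instead of 4.26. In wildtype PA2 at E10.0, Meis2 was 188 CPM in replicate 2 and 147 to 158 in the others. Without it the genotype difference of Meis2 was -0.41 instead of -0.47 and stayed past the threshold. No explanation was tested for these 3 values.

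In PA1 labelled Hoxa2-/- at E9.0, Hoxa2 was 0.398 CPM in replicate 3, from 4 reads, and 0 to 0.0631 in the others. Tissue of PA2 in that sample would raise its arch score, which was -0.22 against -0.36, -0.80 and -0.82 in the other libraries. The score was the highest of the group, but it lay near the next library, and 4 reads are too few to set a share of PA2 tissue. Such tissue and counting noise cannot be told apart for this library.

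In PA2 labelled Hoxa2-/- at E9.5, Hoxa2 was 102 CPM in replicate 4 and 48.6 to 53.5 in the others, and without it the difference between labels at that stage was 0.31 instead of 0.51. A stage score, built from genes that changed between wildtype E9.0 and E10.5 in the same arch, was 0.23 in that library and -1.26 to -0.90 in the others. PA1 of the same embryo scored -0.45 against -1.61 to -1.10. An embryo further developed than the others of its group is a candidate explanation, found and tested on the same libraries. The arch score in PA2 at E9.5 also changed sign without this library, from -0.08 to 0.18. No other biological explanation was tested.

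In wildtype PA2 at E9.0, the 10 most abundant genes took 9.32% of the reads in replicate 2 (95% Wilson interval 9.31% to 9.34%) and 3.23% to 3.39% in the others. Summed over 14 erythroid genes, that library held 75167 CPM against 4024 to 5863, and all 14 genes exceeded the other libraries, 13 of them more than 5 times. Its most abundant erythroid genes were Hbb-y at 22600 CPM (885 to 1410 in the others), Hba-x at 15500 (801 to 1310) and Hbb-bh1 at 14900 (949 to 1230). More red blood cells in that sample are a candidate explanation. Of the 15 genes of the list, 14 were in the table and all 14 had a median above 1 CPM over the 68 libraries, so blood was present throughout and the list measures its amount. No biological explanation was tested.

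The genotype effect differed between PA2 and PA1 in 2 genes at E9.5, 3 at E10.0 and 7 at E10.5. The values were -2.09 for Kcna5 and -1.29 for Chst8 at E9.5, and -0.49 for Meis2, -1.68 for Kcna5 and -2.36 for 3110099E03Rik at E10.0. At E10.5 they were 1.08 for Tle4, -0.87 for Meis2, -1.59 for Sytl4, 1.01 for Kcna1, -2.96 for 3110099E03Rik, -1.11 for 8430419K02Rik and -2.18 for Tcf24. As many genes arose in 4 of 100 regroupings of the E9.5 libraries and 1 of 100 at E10.0, the real one included. The highest other regrouping at E9.5 gave 65 genes. At E10.5 it was 1 of 10, and 10 regroupings cannot give a share under 0.05. At E9.0, where 0 genes passed (1083 at an unadjusted p under 0.05), all 70 of 70 regroupings gave as many. Leaving out 1 of 8 libraries at E9.5, among them wildtype PA1 replicate 1, gave 1 gene, and Chst8 lost its call in 11 of the 19 fits that each left out 1 library. At E10.5 the count was 4 without PA1 replicate 2 or PA2 replicate 3 labelled Hoxa2-/-.

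Depth as the whole cause is argued against at E9.5 and E10.0, where all 5 calls were kept with every library thinned to 8912251 reads. At E10.5 4 of 7 were kept, so depth and a real difference cannot be told apart for the other 3. The embryo block with the GC correction kept 5 of 5 calls at E9.5 and E10.0, which argues against GC content there. At E10.5 it kept 6 of 7, all but Kcna1, for which GC content stays open. The library batch of the 3 wildtype stages is argued against for the 3 genes at E10.0, where both labels lie on the same side of it. For 6 of the 9 genes with a call at any stage (Chst8, Tle4, Sytl4, Kcna1, 8430419K02Rik and Tcf24) there was no call at E10.0, and a batch that acts differently in the arches cannot be told apart from genotype. A genotype effect specific to PA2 on Kcna5, Meis2 and 3110099E03Rik is a candidate explanation at E10.0 and a hypothesis only, since 3110099E03Rik lost its call in edgeR and with a pseudocount of 0.25. For Kcna5 the difference was absent at E10.5 (-0.28, adjusted p 1), where wildtype PA2 itself stood at 8.43 to 9.42 CPM, against 18.7 to 41.9 at E10.0.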

How the results depend on the processing

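The fits with a GC correction were added after the data were examined, and the other alternatives were planned. Where no cause is named below, the cause was not tested.

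Under no filter, median-of-ratios scaling and the sex covariate, none of the 22 counts of genes moved by more than 1.5 times. The quasi-likelihood test of edgeR on the recovered reads gave 3682, 4961, 1034 and 268 genes for the wildtype arch contrast at the 4 stages, 2517, 868, 11 and 1804 for the genotype contrast in PA2, and 365, 4539, 0 and 504 in PA1. Of the last 4 counts and the main ones, 351, 4149, 0 and 484 genes were shared. In PA1 at E10.0, 424 genes had an unadjusted p under 0.05 in limma. edgeR moved the differences between genotype effects, to 1 gene (Kcna5) at E9.5 and 1 (Meis2) at E10.5. Of the 22 counts, median-of-ratios scaling shifted the share of higher calls by over 10 points only in the difference between genotype effects at E10.5, from 28.6% of 7 genes to 16.7% of 6.

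With a pseudocount of 0.25, the difference between genotype effects gave 1 gene (Kcna5) at E9.5 and 2 (Meis2 and Tcf24) at E10.5. With 5 it gave 5 genes at E10.0, with E330013P04Rik and Hoxa2 added, and 20 at E10.5, the genotype contrast in PA2 gave 23 at E10.0, and 1 gene of the fixed list, Meis1, passed at E9.5. A larger pseudocount lowers the spread of low genes, and the 3, 7 and 15 genes called with 1 were all among those called with 5. The stricter filter of 5 CPM gave 186 genes for the wildtype arch contrast at E10.5, and 1 (Kcna5) and 3 (3110099E03Rik, Meis2 and Sytl4) for the difference between genotype effects at E9.5 and E10.5. All 186 were among the 280 called before.

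With only the compared groups in the fit, fewer libraries set the spread, and groups with a larger spread keep it. The arch contrast in embryos labelled Hoxa2-/- then gave 1110 genes at E9.0, of which 74.5% were higher in PA2 against 49.2%, and 870 at E9.5. The genotype contrast in PA2 gave 15 at E9.0 (6.7% higher against 47%) and 478 at E9.5, and in PA1 it gave 610, 1603 (30.6% higher against 48.2%) and 957 at E9.0, E9.5 and E10.5. The median SD per gene was 0.264 log2 units in PA2 labelled Hoxa2-/- at E9.0, the highest of the 16 groups, and 0.193 in wildtype PA2 at that stage. The difference between genotype effects gave 1 (Kcna5), 1 (Kcna5) and 12 genes at E9.5, E10.0 and E10.5. Of the fixed list, 0 genes passed in the genotype contrast in PA2 at E9.0 and 2 at E9.5, and in the difference between genotype effects 0 at E10.0 and 3 at E10.5.

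The replicate block by embryo, which pairs PA1 and PA2, gave 1747 and 421 genes for the wildtype arch contrast at E10.0 and E10.5, and 2922, 1509 and 474 with the label Hoxa2-/- at E9.5, E10.0 and E10.5. Of the 779 genes called at E10.0 with that label, 772 were kept. It gave 3 genes for the difference between genotype effects at E9.0 (mt-Co3, Gm13341 and Gm28661), and 1 and 2 fixed list genes at E9.5 and E10.5. The block with the GC correction gave 1771 and 454 genes in wildtype at E10.0 and E10.5, 2912, 1411 and 430 with the label Hoxa2-/- at E9.5, E10.0 and E10.5, and 17 for the difference at E10.5, with 1 and 2 fixed list genes at E9.5 and E10.5. In these fits the share of arch calls higher in PA2 changed from 54.5% to 41.6% in wildtype at E9.0, from 48.1% to 37.7% at E9.5 and from 75.9% to 58.7% at E10.0. With the label Hoxa2-/- it changed from 63.8% to 48.6% at E9.5 and from 74.1% to 54% at E10.0. The GC correction alone changed the share in the genotype contrast in PA1 at E10.5 from 49.1% to 63.2%. Between labels, equal numbers do not pair embryos: 14 of 32 pairs correlated above 0.1, with a median of 0.035. A block by that number gave 32 genes, 16 higher and 16 lower, for the genotype contrast in PA2 at E10.0 and moved no other genotype count by more than 1.5 times. Wildtype E9.0 and E10.5 do not pair either, with 0 of 5 pairs above 0.1 and a median of -0.04.

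For Hoxa2 in PA2, a pseudocount of 5 gave 0.48 at E9.5 (adjusted p 0.013, and 0.051 to 0.33 under the other alternatives that kept all libraries). A pseudocount of 0.25 gave 1.03 at E10.0 (adjusted p 0.21, and 8.5e-08 to 0.0068 under the others). For the arch score in PA2, genes of any size of difference gave 0.22 at E9.0 and a pseudocount of 0.25 gave 0.03 at E10.5, both reversed in direction. None of these scores had an adjusted p under 0.05.

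Leaving out each library in turn moved 33 counts of genes by more than 1.5 times and left 186 within it. The wildtype arch contrast at E9.5 ran from 2929 (without PA2 replicate 3) to 5520, with 3193 without PA2 replicate 5. With the label Hoxa2-/- the arch contrast ran from 484 (without PA2 replicate 1) to 1153 at E10.0 and from 158 (without PA1 replicate 3, and 167 without PA2 replicate 2) to 192 at E10.5. The genotype contrast in PA2 ran from 296 (without wildtype replicate 1, and 450 without replicate 2) to 757 at E9.5, from 9 (also without wildtype replicate 1) to 19 at E10.0 and from 1100 (without replicate 3 labelled Hoxa2-/-) to 1419 at E10.5. In PA1 it ran from 201 (without replicate 3 labelled Hoxa2-/-) to 321 at E9.0, from 2758 (without wildtype replicate 1, and 2812 without replicate 3) to 5236 at E9.5 and from 181 (without wildtype replicate 1) to 596 at E10.5. The difference between genotype effects ran from 1 (without any of 8 libraries, such as wildtype PA1 replicate 1) to 3 genes at E9.5, was 3 in all fits at E10.0 and ran from 4 (without PA1 replicate 2 or PA2 replicate 3 labelled Hoxa2-/-) to 7 at E10.5. List genes ran from 7 (without PA2 replicate 1 or 4) to 11 for the wildtype arch contrast at E9.0, from 1 (without wildtype replicate 1 or replicate 4 or 5 labelled Hoxa2-/-) to 3 for the genotype contrast in PA2 at E10.0, and from 0 to 1 for the difference at E9.5 (1 without wildtype PA1 replicate 5 and in 3 further fits). Hoxa2 in PA2 at E9.0 ran from 0.17 to 0.53, with an adjusted p that passed in 1 of 8 fits, without replicate 1 labelled Hoxa2-/-. The arch score difference in PA2 ran from -0.16 to 0.02 at E9.0, from -0.21 to 0.18 at E9.5 and from -0.11 to 0.06 at E10.5. It changed sign without replicate 3 labelled Hoxa2-/- at E9.0, without replicate 4 of that label and without wildtype replicate 3 (0.14) at E9.5, and without replicate 1 of that label at E10.5.

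The overlaps moved with the counts behind them. Under the block, 22 genes were lower in wildtype PA2 at all stages, and with the label Hoxa2-/- 134 were higher and 29 lower. Shared arch calls of both labels were 2237, 957 and 200 at E9.5, E10.0 and E10.5 under the block, and 864 and 720 at E9.0 and E9.5 with only the compared groups. With only the compared groups, the 77 genes higher at all stages with the label Hoxa2-/- fell to 49. Among single named genes no alternative reversed a direction. With 1 library left out at a time, 201 of their calls fell under the threshold and 2 rose over it. With only the compared groups 38 fell, and with edgeR 17.

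Depth limited low genes: 3 reads were worth 0.273 CPM in wildtype PA1 E10.0 replicate 1. With every library thinned to 8912251 reads, 13 of the 15 genes of the genotype contrast in PA2 at E10.0 and 4 of the 7 for the difference between effects at E10.5 were kept.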

Other observations

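Apart from the regrouping of libraries, the tests in this part were chosen after the results were seen, and the hypotheses came from the same data.

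The contrast between labels called 384, 4343 and 562 genes in PA1 at E9.0, E9.5 and E10.5 and 0 at E10.0, where 424 had an unadjusted p under 0.05. Depth is argued against as the whole cause: with every library thinned to 8912251 reads, 3799 genes were called at E9.5. The GC correction left 4470 and the sex covariate 4327. Embryos of 1 label being further developed would enrich the calls for stage genes, but 42% of the E9.5 calls in PA1 were stage calls, against 42.5% of all kept genes. That argues against development as the whole cause. It leaves a part open, since 66.5% of the 1823 genes called in both had the same sign. Wildtype E10.0 libraries that belong to the other label are argued against by Hoxa2, which reached 53.7 CPM in wildtype PA2 at E10.0, below the lowest value of 87.2 with the label Hoxa2-/-. A library batch shared by the wildtype libraries of E9.0, E9.5 and E10.5 is a candidate explanation, since 19 genes parted those 24 libraries from the other 44. The 384 genes called in PA1 at E9.0 moved the same way in PA2 at E9.5 and E10.5, with medians of 0.38 and 0.43, but not at E10.0 (0.01). In these genes wildtype PA2 at E10.0 differed from the mean of its neighbouring stages by a median of 0.36, and PA2 labelled Hoxa2-/- by -0.03. At E9.0, E9.5 and E10.5 this batch and a genotype effect cannot be told apart, because the design joins them. Which procedure set the libraries apart was not tested.

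Hoxa2 was higher, not lower, in PA2 of embryos labelled Hoxa2-/-. Exchanged labels are argued against by the fixed list at E10.0: all 6 genes that could be placed (Meis1, Meis2, Zfp503, Zfp703, Pitx1 and Alx4) moved toward the PA1 level with the label Hoxa2-/-, and 7 of 8 did so at E10.5. Further developed embryos are argued against by the lowest value of 87.2 CPM at E10.0, above the highest wildtype PA2 value of 63.3 at E10.5. These groups lie on opposite sides of the division of the libraries, so this comparison is not free of the library batch. The library batch is argued against by the log2 difference of 1.02 at E10.0. A change of the whole region is argued against by 11 neighbouring kept genes other than the overlapping Hoxaas2, whose median log2 difference at E10.0 was 0.02. Hoxa3 was the highest of the 11 at 0.47, and Hoxaas2 rose by 0.52, neither past the threshold at E10.0, so a change limited to these genes and Hoxa2 stays open. Reads of the antisense gene Hoxaas2 stay open. It gained 14.5 CPM at E10.5 where Hoxa2 gained 74, and without the strand of the counts the share of Hoxa2 reads that belong to it cannot be told apart. A transcript still made from the targeted allele may explain the pattern, but the labels do not describe which part of the gene that allele keeps, and totals per gene cannot show it.

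In 2 PA2 libraries of E9.0, wildtype replicate 2 and replicate 3 labelled Hoxa2-/-, all 17 cardiac genes lay below the other libraries of the group. They summed to 90 CPM in the first, against 1444 to 1589, and to 166 in the second, against 811 to 1402. Actc1 stood at 9.03 CPM against 341 to 409 in the first, and Myh7 at 22.9 against 146 to 360 in the second. Less heart tissue left with the arch in those 2 dissections is a candidate explanation. In PA2 the cardiac sum had a median of 1475, 200, 62 and 12 CPM over the wildtype stages and 981, 507, 50 and 16 with the label Hoxa2-/-, and in PA1 at E9.0 it was 42 and 43. The second library also held 516 CPM of 13 yolk sac genes, against 7 to 23, with all 13 higher and 11 more than 5 times. Rbp4 stood at 205 CPM (3.04 to 7.75 in the others), Apoa1 at 96.8 (0.411 to 4.43) and Afp at 61.3 (0 to 2.95), so yolk sac tissue in the sample is a candidate explanation. Of the cardiac list 17 of 17 genes were in the table, 10 with a median above 1 CPM over all libraries, and of the yolk sac list 13 of 15, 1 of them above it. No biological explanation was tested. Without both libraries the E9.0 counts were 3364 genes for the wildtype arch contrast, 4286 with the label Hoxa2-/-, 2117 for the genotype contrast in PA2, 590 in PA1 and 0 for the difference between genotype effects, with 1660 at an unadjusted p under 0.05. Which arch calls at E9.0 come from heart tissue was not tested. In wildtype PA1 at E9.0, replicates 3 and 4 held 84 and 72 CPM of yolk sac genes, against 4 to 9 in the others. Both libraries stayed in the E9.0 counts without the 2 PA2 libraries. In PA2 labelled Hoxa2-/- at E9.5, replicate 3 held 45 CPM of yolk sac genes, against 6 to 13 in the others. At E9.5 the cardiac sum in PA2 ran from 83 to 1260 CPM in wildtype and from 21 to 852 with the label Hoxa2-/-.

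Yolk sac transcripts were also high in 3 libraries of E10.0. The 13 genes summed to 305 CPM in PA2 replicate 4 labelled Hoxa2-/-, against 3 to 5 in the rest of its group, and to 46 in PA1 of the same embryo, against 3 to 5. In wildtype PA2 replicate 3 they summed to 150 CPM, against 4 to 6. All 13 genes lay above the rest of the group in the first of these libraries and 12 in each of the others. Afp stood at 127, 11.8 and 73.1 CPM in these 3 libraries, and at 0 to 0.783 in the rest of their groups. Yolk sac tissue in these samples is a candidate explanation, and no biological explanation was tested. Without the 3 libraries, 9 of the 15 genes between labels in PA2 kept their call (3110099E03Rik, Csn3, Hoxa2, Hoxb3os, Kcna5, Meis2, Meox1, Vcam1 and Zfp703), which argues against such tissue as the whole cause of these calls. The other 6 (AI314278, E330013P04Rik, Errfi1, G630016G05Rik, Itga4 and Nr2f1) lost their call but kept 87% to 102% of their log2 difference, the lowest being E330013P04Rik (-1.14 to -0.99), with an unadjusted limma p of 0.00062 or less. That argues against yolk sac tissue as the whole cause for these 6 as well. The difference between genotype effects kept all 3 genes. The arch contrast gave 1122 genes in wildtype against 1095, and 453 against 779 with the label Hoxa2-/-, and the genotype contrast in PA1 gave 0, with 424 at an unadjusted p under 0.05.

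The gap between the arch scores of PA2 and PA1 within an embryo was 2.21, 2.74, 2.96 and 1.90 log2 units in wildtype and 2.03, 2.69, 2.65 and 1.96 with the label Hoxa2-/-, which is 91.5%, 98.4%, 89.4% and 103.2% of the wildtype gap. A loss of the difference between the arches is argued against by the lowest of these, 89.4%. A planted gap of 50% was recovered in simulated data, which held no differences of stage, embryo or batch. A partial narrowing stays open at E10.0, where the exact two-sided permutation p was 0.0635 (0.254 adjusted over the 4 stages) with 5 embryos per label. The other stages gave exact p of 0.457, 0.865 and 0.9, and at E10.5 the design of 3 against 3 could not pass.

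Regrouping the libraries of a contrast tested how often as many genes pass by chance. For the wildtype arch contrast as many genes arose in 1 of 100, 2 of 100, 2 of 100 and 1 of 10 regroupings at the 4 stages, the real one included, and with the label Hoxa2-/- in 1 of 35, 2 of 100, 1 of 100 and 1 of 10. Other regroupings gave as many in 3 contrasts: 5018 genes with wildtype PA1 replicate 2 on the PA2 side at E9.5, 1169 with PA1 replicate 1 and PA2 replicate 3 exchanged at E10.0, and 1996 with PA1 replicate 3 and PA2 replicate 4 labelled Hoxa2-/- exchanged at E9.5. These regroupings leave some embryos with both arches on 1 side. Among those that part as many embryo pairs as the real one, 16, 16, 16 and 4 in wildtype and 8, 16, 16 and 4 with the label Hoxa2-/-, the real one alone gave as many genes, but so few regroupings cannot give a share under 0.05 and this comparison decides nothing. For the genotype contrast in PA2 the counts were 2 of 35, 1 of 100, 1 of 100 and 1 of 10, and in PA1 1 of 100, 1 of 100, 100 of 100 and 1 of 10. In PA1 at E9.5 the regrouping with wildtype replicate 2 and replicate 4 labelled Hoxa2-/- exchanged gave 4041 genes, near the real 4343. Where 100 regroupings are given, they were drawn from 126. The 100 of 100 belongs to the 0 genes at E10.0, where 424 had an unadjusted p under 0.05. At E9.0 in PA2 another regrouping gave 3367 genes, more than the real 2585, so that count is not set apart from chance. It put wildtype replicate 1 with replicates 1, 2 and 4 labelled Hoxa2-/-, and the libraries with few cardiac transcripts on the other side. Without those libraries 2117 genes passed. The change from E9.0 to E10.5 had 1 of 56 in PA1 and 1 of 35 in PA2. With 3 libraries against 3 at E10.5 the 10 regroupings cannot give a share under 0.05.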
